# Identification and characterization of N6-methyladenosine circular RNAs in the spinal cord of morphine-tolerant rats

**DOI:** 10.3389/fnins.2022.967768

**Published:** 2022-08-05

**Authors:** Manyu Xing, Meiling Deng, Yufei Shi, Jiajia Dai, Tong Ding, Zongbin Song, Wangyuan Zou

**Keywords:** morphine tolerance, circRNAs, N6-methyladenosine, microarray, bioinformatics analysis

## Abstract

Morphine tolerance (MT) is a tricky problem, the mechanism of it is currently unknown. Circular RNAs (circRNAs) serve significant functions in the biological processes (BPs) of the central nervous system. N6-methyladenosine (m^6^A), as a key post-transcriptional modification of RNA, can regulate the metabolism and functions of circRNAs. Here we explore the patterns of m^6^A-methylation of circRNAs in the spinal cord of morphine-tolerant rats. In brief, we constructed a morphine-tolerant rat model, performed m^6^A epitranscriptomic microarray using RNA samples collected from the spinal cords of morphine-tolerant rats and normal saline rats, and implemented the bioinformatics analysis. In the spinal cord of morphine-tolerant rats, 120 circRNAs with different m^6^A modifications were identified, 54 of which were hypermethylated and 66 of which were hypomethylated. Functional analysis of these m^6^A circRNAs found some important pathways involved in the pathogenesis of MT, such as the calcium signaling pathway. In the m^6^A circRNA-miRNA networks, several critical miRNAs that participated in the occurrence and development of MT were discovered to bind to these m^6^A circRNAs, such as miR-873a-5p, miR-103-1-5p, miR-107-5p. M^6^A modification of circRNAs may be involved in the pathogenesis of MT. These findings may lead to new insights into the epigenetic etiology and pathology of MT.

## Introduction

Morphine, a traditional opioid analgesic, plays an important role in managing acute and chronic pain (Wiffen et al., 2016). However, chronic morphine administration often leads to the reduction of analgesic efficacy which is known as morphine tolerance (MT). MT is still a difficult issue; and it often leads to the withdrawal of treatment and many side effects, including physical dependence, constipation, vomiting, respiratory depression, and sometimes even death due to dose escalation (Paul et al., 2021). Multiple dysfunctions of biological processes (BPs) involved in the development of MT have been proposed (Chen and Sommer, 2009; Uniyal et al., 2020; Gledhill and Babey, 2021), including the opioid receptor desensitization, downregulation, internalization (Williams et al., 2013), and altered epigenetic regulation (Liang et al., 2013; Viet et al., 2017). Despite significant headway in this field, the mechanisms underlying the development of MT were not well understood.

The recent focus on the mechanism of many diseases is the role of non-coding RNAs (ncRNAs). Our previous studies reported the shreds of evidence of ncRNAs, including microRNAs (miRNAs) (Huang et al., 2019b), long non-coding RNAs (lncRNAs) (Shao et al., 2018), and circRNAs (Weng et al., 2019) in the regulation of gene expression in the spinal cord of morphine-tolerant rats. The role of miR-873a-5p (Huang et al., 2019a), and lncRNA MRAK159688 (Deng et al., 2022) have already been confirmed. CircRNAs are widely expressed in the central nervous system (Rybak-Wolf et al., 2015), they are stable and highly conserved (Jeck et al., 2013). They can regulate transcription and translation by sponge miRNAs or interacting with proteins. With these characteristics, circRNAs hold significant functions as diagnostic biomarkers and therapeutic targets for diseases, including MT (Lu et al., 2019; Mehta et al., 2020). We had previously built circRNA expression profiles in the spinal cord of morphine-tolerant rats (Weng et al., 2019). However, little is known about the upstream regulatory mechanism of circRNAs modification in MT.

M^6^A is one of the most common mRNA epitranscriptomic modifications (Niu et al., 2013; Meng et al., 2019), it refers to the N6 position of the adenine base is modified by a methyl group. In addition to mRNA, m^6^A modification also occurs in circRNAs (Ma et al., 2019; Wang et al., 2021; Wu et al., 2021). There are three factors regulating the m^6^A methylation: “writers,” “erasers,” and “readers.” The roles of these factors are as the name suggests (Zaccara et al., 2019). “Writers” are methyltransferases, including methyltransferase-like 3 and 14 proteins (METTL3 and METTL14) and their cofactors WT1 associated protein (WTAP), etc. “Readers” are RNA binding proteins that can specifically read m^6^A methylation, YTH domain-containing proteins (YTHDC1, YTHDC2, YTHDF, etc.) were identified as potential m^6^A-binding proteins; “Erasers” are demethylases, including fat mass and obesity-associated protein (FTO) and AlkB homologue 5 (ALKBH5). The m^6^A modification can affect many aspects of post-transcriptional processes of RNA, including splicing, translational efficiency, nuclear exporting, and RNA structure (Ma et al., 2019). The m^6^A modification in circRNAs displayed cell-type-specific methylation patterns, making m^6^A circRNAs more valuable in diagnosing and treating diseases (Zhou et al., 2017).

The epigenetic role of m^6^A circRNA in the pathogenesis of MT has not been reported. Here we hypothesized that m^6^A circRNAs might be associated with MT. We built an epitranscriptomic map using microarray analysis and explored the potential functions of m^6^A circRNAs in the spinal cord of morphine-tolerant rats, and the results might provide novel clues for epigenetic etiology and pathogenesis of MT.

## Materials and methods

### Animal model and behavior tests

Adult Sprague-Dawley (SD) male rats weighing 240–260 g were obtained from the Hunan SJA Laboratory Animal Company (Hunan, China). The animals were housed in specific pathogen-free and individually ventilated cages in a room with a 12 / 12 light-dark cycle and a temperature of 22 ± 1°C. We used the same procedure of our previous research to establish a rat model of MT (Weng et al., 2019). Briefly, the adult male SD rats were randomly divided into the normal saline group (NS group) and MT group. Rats in the MT group were administrated morphine hydrochloride injection of 10 μg / 10 μl intrathecally through the tube inserted into the sheath at 8:00 a.m. and 8:00 p.m. for 7 consecutive days, the NS group was given 10 μl of normal saline at the same time points. The tail-flick test was carried out under the condition that the water temperature allowed the basal latency of 4–6 s, and the cutoff time was set to 10 s to minimize tissue damage. The tail-flick time was converted into the percentage of maximal possible antinociceptive effect (%MPE). All animal experimental procedures were approved by the Ethics Committee for Animal Experimentation of Central South University and followed the Chinese National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### RNA sample isolation and quality control

On the morning of the 8th day, 1 h after morphine or normal saline injection, rats were fully anesthetized with 1% pentobarbital (50mg/kg, i.p.) and sacrificed. The lumbar enlargements of spinal cords were surgically collected and were refrigerated at –80°C until used. The total RNA of lumbar enlargements was extracted following the standard protocol of TRI Reagent (Sigma, T9424), and the RNA quantity and quality were tested through NanoDrop ND-1000 Spectrophotometer (Thermo Fisher Scientific, the United States). RNA integrity and gDNA contamination were tested by denaturing agarose gel electrophoresis.

### Quantitative (real-time) polymerase chain reaction

The mRNA expression of m^6^A-related enzymes, including METTL3, METTL14, WTAP, FTO, ALKBH5, YTHDC2, YTHDF1, and YTHDF2 was detected separately by qRT-PCR to investigate the m^6^A methylation status in the spinal cord of morphine-tolerant rats. In brief, the extracted total RNAs were reverse transcribed to cDNA using Prime Script RT Reagent Kit (Takara, China) according to the manufacturer’s instructions. The primer sequences for m^6^A-related enzymes are shown in Supplementary Table 1. Real-time PCR reaction using PCR master mix (Arraystar, AS-MR-006-5) was performed according to the manufacturer’s manual in the ViiA7 Real-Time PCR Detection System (Applied Biosystems, the United States).

### N6-methyladenosine immunoprecipitation and N6-methyladenosine circular RNAs microarrays

The sample preparation and microarray hybridization were performed based on Arraystar’s standard protocols. Briefly, the total RNAs were immunoprecipitated with the anti-m^6^A antibody (Synaptic Systems, 202003). The modified RNAs were eluted from the immunoprecipitated magnetic beads as the “IP.” The RNAs contained in the supernatant were unmodified as the “SUP.” The “IP” and “SUP” RNAs were treated with RNase R (Epicenter, RNR07250) separately to enrich circRNAs, and then labeled with Cy5 and Cy3, respectively, as cRNAs using Arraystar Super RNA Labeling Kit (Arraystar, AL-SE-005). The labeled cRNAs were combined and hybridized to Arraystar Rat CircRNA Epitranscriptomic Arrays (8x15K, Arraystar) at 65°C for 17 h in an Agilent Hybridization Oven. After washing the arrays were scanned in two-color channels by an Agilent Scanner G2505C (Agilent, the United States). The raw RNA intensities of IP (Cy5-labeled) and SUP (Cy3-labeled) were analyzed by Agilent Feature Extraction software (version 11.0.1.1) and normalized with an average of log2-scaled spike-in RNA intensities.

The normalized IP intensities represent the “m6A quantity” of the transcript comparable across samples. The m^6^A methylation levels were calculated as the percentage of modification (IP normalized intensities) of the input (IP and SUP normalized intensities). We also calculated the expression levels of circRNAs based on the normalized IP and SUP intensities. We used the criteria (fold change ≥ 1.5 and *P* < 0.05) to screen the differentially m^6^A-methylated or expressed circRNAs between the two groups.

### Methylated RNA immunoprecipitation and quantitative real-time polymerase chain reaction

To validate the microarray data, the IP and SUP RNAs from the eight spinal cords were separately reverse transcribed and performed qRT-PCR. The primers of the circRNAs are shown in Supplementary Table 1. The fraction of IP in the input was calculated using the following formula as %MERIP/Input = $\frac{2^{-\text{CtIP}}}{2^{-\text{CtIP}}+2^{-\text{CtSUP}}}\times 100\%$.

### Bioinformatics analysis

Hierarchical clustering was performed by Cluster 3.0 to show the distinguishable m^6^A-methylation pattern among samples, and the heat maps were generated in Java Treeview. The host genes of the differentially deregulated m^6^A-circRNAs were analyzed according to the pathway annotations of the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) functional enrichment using the DAVID 6.8.^1^ The correlation and the cumulative analysis between methylation and the expression level were performed in R v4.1.0 software. The upset graph showing the distribution patterns of circRNAs in terms of m^6^A quantity, m^6^A methylation levels, and expression was created using online tools.^2^ Potentially targeted miRNAs by circRNAs were predicted with Arraystar’s home-made miRNA target prediction software based on TargetScan and miRanda. The predicted circRNA/miRNA interaction networks were generated to visualize the interactions by Cytoscape (version 3.8.0).

### Statistical analysis

For behavior data, two-way ANOVA followed by Bonferroni’s post-hoc test was applied to assess the differences over time. For qRT-PCR statistical analyses, a two-tailed unpaired Student’s *t*-test was used for two-group comparisons in GraphPad Prism 9.0 software (La Jolla, CA). *P* < 0.05 was considered statistically significant.

## Results

### Morphine-tolerant rat model

After repeated intrathecal administration of morphine for seven consecutive days, the %MPE dropped from 100% to almost 0%, and the morphine-tolerant rat model was constructed successfully (Figure 1A). In the spinal cord of morphine-tolerant rats, the mRNA expressions of m^6^A “eraser” (FTO and ALKBH5), m^6^A “readers” (YTHDC2, YTHDF1, and YTHDF2) (Figure 1B), and m^6^A “writers” (METTL3, METTL14, and WTAP) (Figure 1C) were tested separately, we found that the expressions of METTL3, WTAP, ALKBH5, and YTHDF1 were downregulated in the MT group compared with the NS group. These dysregulations of m^6^A “writers,” m^6^A “eraser,” and m^6^A “readers” may lead to a dynamic change of m^6^A methylation in the spinal cord of morphine-tolerant rats.

**FIGURE 1:**
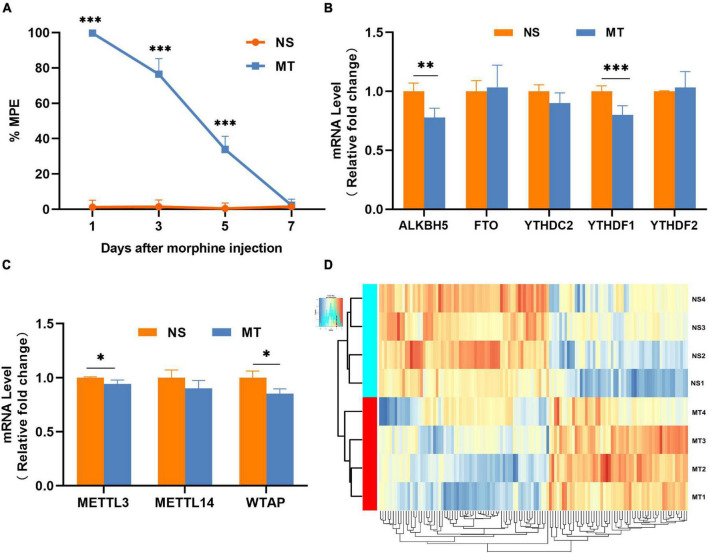
The animal model and the overall features of m^6^A-circRNA in morphine-tolerant rats. **(A)** Morphine-induced antinociception was assessed through the tail-flick test, and tail-flick latency was converted to %MPE (*n* = 4), ***P < 0.001 compared with the NS group using Two-way repeated measures of ANOVA followed by Bonferroni’s post-hoc test. **(B)** Expression of RNA demethylase and methyltransferase determined by qRT-PCR. (*n* = 4) **P < 0.01, ***P < 0.001 compared with the NS group using a two-tailed unpaired Student’s *t*-test. **(C)** Expression of RNA methylase determined by qRT-PCR (*n* = 4). *P < 0.05 compared with the NS group using a two-tailed unpaired Student’s *t*-test. **(D)** Hierarchical clustering shows global m^6^A-methylated circRNAs between the MT group and NS group (*n* = 4).

### Overview of the differently methylated circular RNAs

The m^6^A-circRNA microarrays were performed in the spinal cords of eight biological replicates from the morphine-tolerant and control rats (Figure 1D). 

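The arrays were made from the lumbar spinal cords of 8 rats, 4 in the MT group and 4 in the NS group. Each rat of the MT group had received 10 μg of morphine in 10 μl per intrathecal injection over 7 days, and the rats of the NS group had received saline. An anti-m6A antibody divided the total RNA of each rat into the precipitated, modified fraction (IP) and the fraction left behind (SUP). RNase R, an enzyme that digests linear RNA, was used on both fractions to enrich circRNAs. IP was labeled with Cy5 and SUP with Cy3 on every array, so that the dyes were not swapped, and both were hybridized to 1 array per rat. The scanner output of the 2 channels of a rat comes from the same scan, and the 8 arrays lie on 1 slide. By the position codes of the scanner output, the 4 MT arrays lie in one row of the slide and the 4 NS arrays in the other. Row and group can thus not be told apart, and the MT and NS rats of the same replicate number share a column. Each array holds 14145 circRNA probes. In IP, the median processed intensity of these probes was between 295 and 522 per rat in the MT group and between 342 and 446 in the NS group. In SUP, it was between 314 and 559 in the MT group and between 360 and 477 in the NS group. The median local background was between 15 and 20 intensity units in all 8 arrays and both channels. Between 83.7% and 92.8% of the circRNA probes were well above background in IP, with the lowest share in MT replicate 4, and between 90.3% and 96.3% in SUP. The authors subtracted the background and normalized the dyes with the scanner software, and then normalized the log2 intensities with an average of spike-in RNA intensities. Their deposited log2 values equal the log2 processed signal less 1 constant per array and channel. Here the log2 processed signal of each array and channel was normalized with the mean of the 102 probes named as spike-ins on the array. That mean differed from the constants of the authors by −3.69 to −2.90 log2, so it is not known whether these are the probes that the authors averaged, and the deposited values were analysed as an alternative. The m6A quantity was the normalized log2 IP intensity, the m6A level was IP as a percentage of the sum of IP and SUP, and expression was log2 of that sum. The m6A quantity was tested for the 12893 circRNAs with IP well above background on at least 4 of the 8 arrays, and the m6A level and expression for those with both IP and SUP well above background on at least 4. Spots that the scanner software marked as outliers were counted as not detected. The paper's text does not name its filter on dim probes. Groups were compared with limma (lmFit and eBayes) at the paper's criterion, a fold change of at least 1.5 and an unadjusted P under 0.05, and P was also adjusted with the Benjamini-Hochberg method. For the m6A level the test used the scale of log2(IP/SUP), and its fold change was the ratio of the mean levels of the groups. The number of rats limits the precision, and the SD within a group had a median of 0.19 log2 over the m6A quantities of the circRNAs.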

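The 8 rats were clustered on the m6A quantities of the 12845 circRNAs measured on every array, each centred on its mean, with average linkage and 1 minus the Pearson correlation as the distance. The first split placed 6 of the 8 rats with their own group. This count takes the better of the 2 ways to match the split to the groups and cannot be below 4. Whether 6 is more than chance gives was not tested. MT replicates 1, 2 and 3 fell together with NS replicate 1, and MT replicate 4 fell together with NS replicates 2, 3 and 4. Across circRNAs, which are not independent replicates, the correlation between the m6A quantities of 2 rats was between 0.925 and 0.990. Its mean was 0.975 for pairs of rats within a group and likewise for pairs from different groups. The 4 rats of the MT group were on average closer to the rats of the NS group than to each other. MT replicate 4, with a mean correlation of 0.937 with the other MT rats and 0.961 with the NS rats, enters each of these means. The comparison thus does not show that MT replicates 1, 2 and 3 were unlike each other. Within the NS group the mean correlation of a rat was 0.987 to 0.989. When only the 230 circRNAs past the criterion for m6A quantity were used, which were picked by the difference between the groups, 7 of the 8 rats fell with their own group. With the 120 circRNAs that Student's test picks in the deposited values, all 8 did. None of the other alternatives with 8 rats placed fewer than 6 of them so.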

All microarray results were uploaded to the GEO database (GSE199892). A total of 12,669 m^6^A-circRNAs were identified, compared with the control group, 120 circRNAs with different m^6^A modifications were identified, 54 m^6^A-circRNA were hypermethylated and 66 m^6^A-circRNAs were hypomethylated in the MT group (Figure 2A). 

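Among the 12893 circRNAs tested, 213 were hypermethylated and 17 were hypomethylated in the MT group by limma. The normalization moved this split the most. Of the circRNAs in the deposited values, 111 were hypermethylated and 103 were hypomethylated by the same test. The median log2 change over all circRNAs was 0.01 with the named spike-in probes and −0.15 in the deposited values, and each change was higher by a median of 0.17 with the named probes. Across circRNAs, the log2 changes of both normalizations had a correlation of 0.995. With Student's two-tailed unpaired test, 134 circRNAs were hypermethylated and 13 hypomethylated with the named probes, while 54 were hypermethylated and 66 hypomethylated in the deposited values. Of the latter, all 54 hypermethylated and 13 of the 66 hypomethylated circRNAs also passed limma with the named probes, and each kept its direction. No circRNA had an adjusted P under 0.05 by limma or by Student's test with the named probes or in the deposited values, and the smallest adjusted P of limma with the named probes was 0.297. At an unadjusted P under 0.05 there were 1278 circRNAs by limma, where 5% of the circRNAs tested is 645, and 1311 by Student's test. Among the circRNAs past the criterion, 57 hypermethylated and 6 hypomethylated ones had all 4 rats of one group above all 4 of the other. Such separate groups were found in 5.17% of all circRNAs measured on every array, where chance gives 2.86%. On all 8 arrays, 161 of the hypermethylated and 5 of the hypomethylated circRNAs were well above background. A single rat had a large effect on the counts. Without MT replicate 4, 1526 circRNAs were hypermethylated and 37 hypomethylated, and 317 had an adjusted P under 0.05. Leaving out any other rat gave between 103 and 348 hypermethylated and between 10 and 29 hypomethylated circRNAs, with 0 at an adjusted P under 0.05.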

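The arrays list circRNAs by probe, and the 20 circRNAs of Table 1 were each paired with the 1 probe whose fold change and P in the deposited values, from the two-tailed unpaired test that the methods name for the qPCR data, equal the listed ones to 5 decimals. Since the pairing rests on these values, their equality is no independent evidence. With the named spike-in probes, the 10 hypermethylated circRNAs had log2 changes between 1.08 and 1.72, and the 10 hypomethylated ones between −1.07 and −0.78. The values of 1.72 and −0.78 rest on a group with IP well above background on 1 array or on none, so that these ranges are estimates that include dim probes. All 10 hypermethylated and 8 of the hypomethylated circRNAs passed the criterion, the exceptions being mmu_circRNA_45606 from Pdk3 and rno_circRNA_002718 from Nmt1. None had an adjusted P under 0.05 by limma over all circRNAs tested, with the smallest at 0.494. Adjusted over the list alone, 18 had an adjusted P under 0.05, which is not independent evidence, since the paper chose the list on these rats. The m6A quantity is an IP intensity and not the modified share, which is the m6A level. Of the 10 hypermethylated circRNAs, 4 had a lower mean m6A level in the MT group. Their largest ratio of mean levels, MT to NS, was 1.36, in rno_circRNA_011501 from Shq1, under the criterion. Their expression, a sum that includes IP, was higher in the MT group by 0.62 to 1.90 log2. In m6A quantity, the groups were separate in 7 of the hypermethylated and 4 of the hypomethylated circRNAs. The groups overlapped in rno_circRNA_005515 from Zdhhc20. Its m6A quantity was 6.38 ± 0.77 (SD, n = 4) in the MT group and 4.66 ± 1.14 (SD, n = 4) in the NS group. Its IP was well above background on 3 MT arrays and 1 NS array, so that the size of its increase is uncertain. For rno_circRNA_008556 from Mnd1 the m6A quantity was 6.77 ± 0.26 (SD, n = 4) against 5.59 ± 0.35 (SD, n = 4), a log2 change of 1.18 (standard error 0.20) with every MT rat above every NS rat. For rno_circRNA_012261 from Fam126a, with IP well above background on 4 NS arrays and 3 MT arrays, the m6A quantity was 6.84 ± 0.58 (SD, n = 4) in the NS group and 5.78 ± 0.62 (SD, n = 4) in the MT group. For mmu_circRNA_34955 from Zmynd8 it was 6.45 ± 0.33 (SD, n = 4) against 5.48 ± 0.18 (SD, n = 4), with IP well above background on 4 NS arrays and 1 MT array. For rno_circRNA_002718 and rno_circRNA_018043 from Brwd3, IP was not well above background on any MT array, so that the decrease has only a bound of at least 1.36-fold and at least 1.55-fold. These bounds use IP after loess and Aquantile normalization and are open to dye bias, since no dyes were swapped. With the median spot signal and normexp background correction, 7 of the 8 that had passed the criterion had log2 changes between 0.00626 and 0.0985. Their unadjusted P by limma was between 0.384 and 0.963, so that neither a decrease nor an increase was shown there. That setting adds an offset to every signal and so brings fold changes of dim probes closer to 1.

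**Figure D1:**
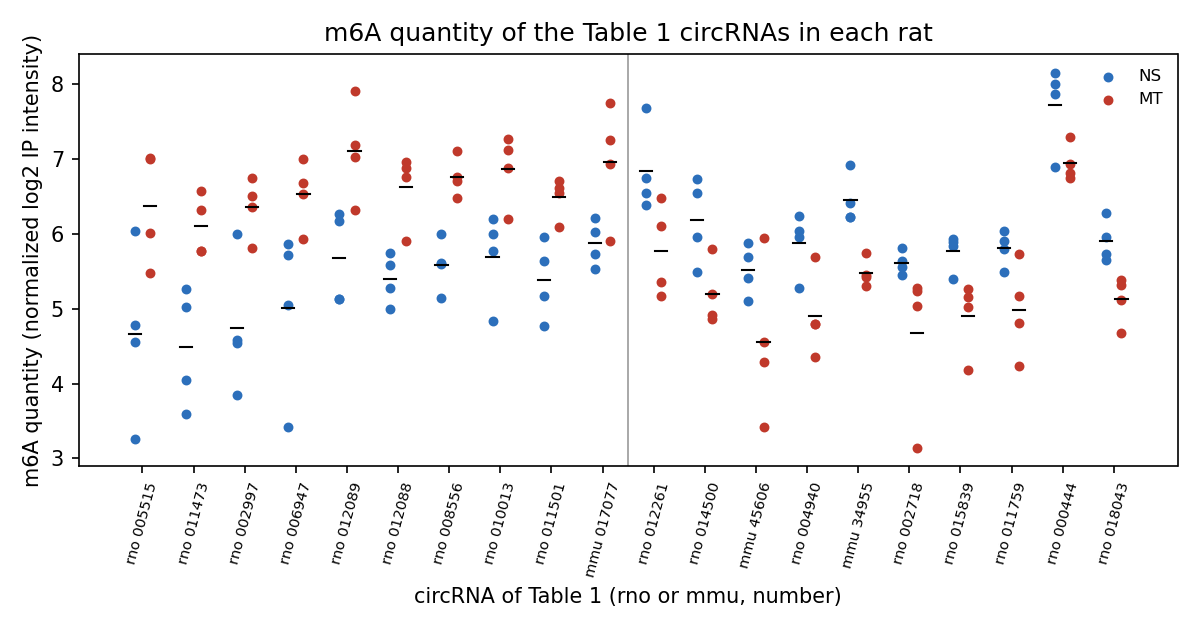
m6A quantity (normalized log2 IP intensity, vertical axis) of the 20 circRNAs of Table 1 (horizontal axis, hypermethylated left of the vertical line and hypomethylated right of it) in each of the 4 NS rats (blue) and 4 MT rats (red), with black bars at the group means. The mean, dim probes included, is higher in the MT group by 1.08 to 1.72 on the left and changes by −1.07 to −0.78 on the right. With normexp background correction, 7 circRNAs on the right have changes near 0 instead. The lowest point, at 3.14, is MT replicate 4 for rno_circRNA_002718.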

The top 10 significantly methylated circRNAs are shown in Table 1.

**FIGURE 2:**
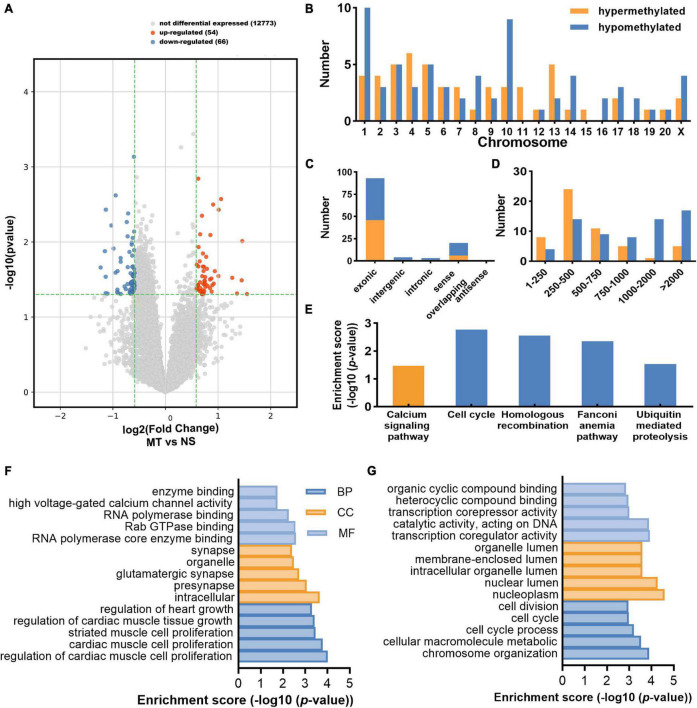
Distribution of differentially methylated circRNAs. **(A)** The volcano plot shows the distribution of differentially methylated circRNAs (Fold change ≥ 1.5 and *P* < 0.05) between the MT group and the NS group. **(B)** The chromosome’s origins for host genes of differentially m^6^A-methylated circRNAs. **(C)** The genomic origins of differentially m^6^A-methylated circRNAs. **(D)** The length distribution of differentially m^6^A-methylated circRNAs. **(E)** The enriched pathways of the host gene of the differentially m^6^A-methylated circRNAs through KEGG analyses. **(F)** The top 15 enriched GO terms of the host gene of the hypermethylated circRNAs. GO terms include biological process (BP) analysis, cellular component (CC) analysis, and molecular function (MF) analysis. **(G)** The top 15 enriched GO terms of the host gene of the hypomethylated circRNAs.

**TABLE 1:** The detailed information of significantly top 10 hypermethylated m^6^A-circRNA and top 10 hypomethylated m^6^A-circRNAs.

circRNA	Regulation	Fold change	*P*-value	Gene symbol
rno_circRNA_005515	Hyper	2.92708	0.04929	Zdhhc20
rno_circRNA_011473	Hyper	2.75185	0.00975	Suclg2
rno_circRNA_002997	Hyper	2.73076	0.03240	Ttc3
rno_circRNA_006947	Hyper	2.56731	0.04853	LOC100360412
rno_circRNA_012089	Hyper	2.41173	0.02999	Mkln1
rno_circRNA_012088	Hyper	2.08241	0.00268	Mkln1
rno_circRNA_008556	Hyper	2.01664	0.00373	Mnd1
rno_circRNA_010013	Hyper	2.00984	0.02843	Rtf1
rno_circRNA_011501	Hyper	1.91584	0.02445	Shq1
mmu_circRNA_017077	Hyper	1.88999	0.03587	Mga
rno_circRNA_012261	Hypo	0.42555	0.02187	Fam126a
rno_circRNA_014500	Hypo	0.45007	0.01327	None
mmu_circRNA_45606	Hypo	0.45484	0.04811	Pdk3
rno_circRNA_004940	Hypo	0.45499	0.02904	Pds5a
mmu_circRNA_34955	Hypo	0.45590	0.00371	Zmynd8
rno_circRNA_002718	Hypo	0.46618	0.04869	Nmt1
rno_circRNA_015839	Hypo	0.49006	0.00602	Map4
rno_circRNA_011759	Hypo	0.50429	0.01225	Aebp2
rno_circRNA_000444	Hypo	0.51787	0.02561	RGD1310712
rno_circRNA_018043	Hypo	0.51866	0.00239	Brwd3

The different methylated (DE) m^6^A circRNAs were transcribed from all chromosomes, the host genes of hypermethylated circRNAs were primarily located in chromosomes 4 (6), 5 (5), and 13 (5), while the hypomethylated parts were mostly located in chromosome 1 (10), 3 (5), 5 (5), and 10 (9) (Figure 2B). Furthermore, most of the DE m^6^A-circRNAs were encoded by the exonic sequence of the host genes (Figure 2C). Their lengths were mostly enriched in 1–10,000 bps (Figure 2D).

To explore the physiological and pathological functions of m^6^A-circRNAs in MT, we performed GO and KEGG analysis for the host genes of DE m^6^A –circRNAs. The host genes of hypermethylated circRNAs were most enriched in the calcium signaling pathway. The host genes of hypomethylated circRNAs were most enriched in the cell cycle pathway, homologous recombination pathway, fanconi anemia pathway, ubiquitin mediated proteolysis pathway (Figure 2E). The GO terms of hypermethylated circRNAs were presented in Figure 2F. The GO terms were most enriched in regulation of cardiac muscle cell proliferation in the BP term; intracellular in the cellular component (CC) term; RNA polymerase core enzyme binding in molecular functions (MF) term. For the hypomethylated circRNAs, the GO terms were most enriched in chromosome organization in BP term, nucleoplasm in CC term, and transcription coregulator activity in MF term (Figure 2G).

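Both channels gave an m6A level for 12669 circRNAs. Its median over these circRNAs was 36.3%, 42.8%, 40.9% and 37.6% in MT replicates 1 to 4 and 40.9%, 40.9%, 46.1% and 46.8% in NS replicates 1 to 4. The mean of the rats was 39.4% ± 2.95 (SD, n = 4) in the MT group and 43.7% ± 3.26 (SD, n = 4) in the NS group. The difference of −4.28 percentage points was not past the spread between rats (two-sided exact permutation test over the 70 ways to draw 4 of the 8 rats, p = 0.171). The scaling moved this difference the most. It was −0.189 with the 75th percentile of each channel set equal across arrays, 0.821 with quantile normalization within each channel and 1.28 with loess and Aquantile normalization. Only with the quantile and the loess and Aquantile normalization, where the level was higher in the MT group, was the exact p 0.0286, the smallest that 4 rats against 4 allow. Since both set the intensities of whole arrays equal, what is left of the difference is fixed in large part by that step, and neither its sign nor this p is a test of the m6A level. In the alternatives with a lower level in the MT group the exact p was between 0.114 and 0.6. With the spike-in normalization, the median log2 intensity of SUP was higher in the MT group by 0.39 (exact permutation test, p = 0.114) and that of IP by 0.09 (exact permutation test, p = 0.486).

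**Figure D2:**
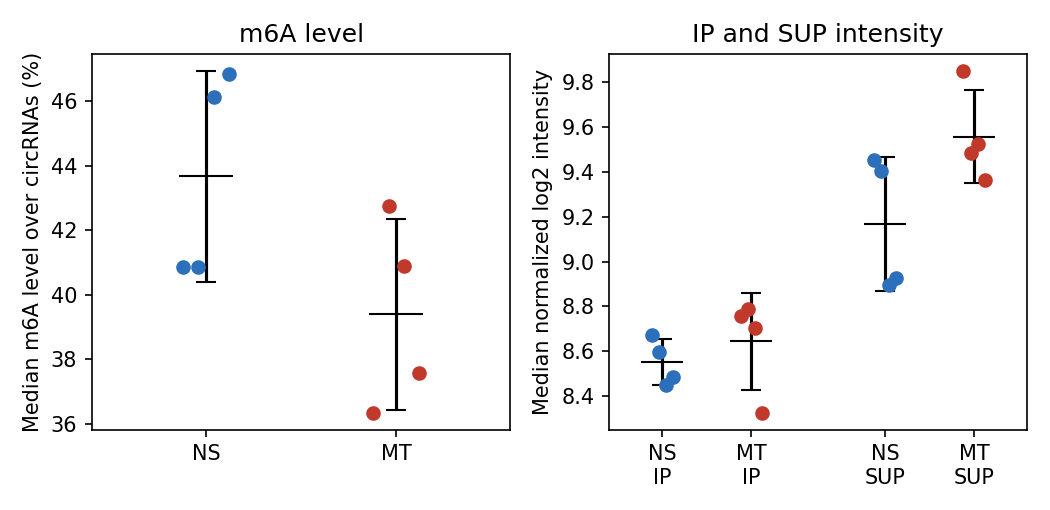
Median m6A level in percent (left) and median normalized log2 intensity of IP and SUP (right) over circRNAs, 1 point per rat, in the NS group (blue) and the MT group (red), with the mean and SD of the 4 rats in black. The groups overlap in the m6A level, in IP and in SUP, whose means differ by 0.39.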

Besides, the m^6^A modification levels of these 12,699 circRNAs were calculated as the percentage of modified RNA in all input RNAs (Supplementary Figure 1A). In total, we identified that 464 circRNAs had significantly differential modification levels in the MT group. 

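By limma on log2(IP/SUP), 578 of the 12669 circRNAs passed the criterion for the m6A level. The background correction moved this number the most, to 100 with the median spot signal and normexp, and 805 circRNAs passed in the deposited values. With Student's test on the level in percent, a combination chosen after the values were seen, 464 passed in the deposited values. None had an adjusted P under 0.05 by limma or by Student's test, and the smallest adjusted P of limma was 0.274. At an unadjusted P under 0.05 there were 1864 circRNAs by limma, where 5% of those tested is 633, and 1731 by Student's test. The 4 rats of one group lay all above those of the other in 9.40% of the circRNAs measured on every array, more than the share that chance gives for separate groups. Leaving out 1 rat moved the number of circRNAs with a lowered level to between 259, without NS replicate 3, and 1027, without NS replicate 2. The smallest adjusted P was shared by several circRNAs, among them rno_circRNA_012261 from Fam126a, whose m6A level was 37.0% ± 7.21 (SD) over the 4 MT rats and 64.9% ± 6.10 (SD) over the 4 NS rats, with every MT rat below every NS rat. The largest relative decrease among circRNAs with separate groups was that of probe ASCRPR005610, from 17.6% ± 9.42 (SD) in the NS group to 5.85% ± 2.15 (SD) in the MT group (adjusted P = 0.288 by limma).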

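Of the circRNAs past the criterion for the m6A level, 1 was raised and 577 were lowered in the MT group. The groups were separate in 254 of the lowered circRNAs and not in the raised one. Over all circRNAs tested, 23.7% had a higher mean level in the MT group. The median change of log2(IP/SUP) over all circRNAs was −0.24, and it was 0.01 with the 75th percentile of each channel set equal across arrays, so that each direction is relative to the normalization. With that percentile, 9 circRNAs were raised and 218 lowered, and with loess and Aquantile normalization 14 were raised and 107 lowered. From the deposited values, 1 was raised and 804 were lowered. With a change of at least 1.5-fold in IP/SUP, 14 circRNAs were raised and 1103 lowered with the spike-in normalization, and 152 were raised and 421 lowered with the percentile.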

Surprisingly, among these 464 circRNAs, only 1 circRNA had upregulated methylation level, and 463 circRNAs had downregulated methylation level (Supplementary Figure 1B).

### Combined analysis of N6-methyladenosine methylation and expression of circular RNAs

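In expression, 1365 circRNAs were raised and 5 were lowered at the criterion by limma, with a median log2 change of 0.16 over all circRNAs. With the deposited values the median log2 change was −0.01, and 990 circRNAs were raised and 21 lowered. None had an adjusted P under 0.05 by limma or by Student's test, and the smallest adjusted P of limma was 0.155. At an unadjusted P under 0.05 there were 2658 circRNAs by limma and 2324 by Student's test, and with Student's test 864 were raised and 3 lowered at the criterion. The groups were separate in 534 of the raised circRNAs and in 1 of the lowered ones. Leaving out 1 rat gave between 602 and 2403 raised circRNAs. Probe ASCRPR002355 had the largest increase among circRNAs with separate groups, from 8.86 ± 1.01 (SD) over the 4 NS rats to 11.01 ± 1.11 (SD) over the 4 MT rats on the log2 scale. Probe ASCRPR013093 followed, with 9.05 ± 1.22 (SD) against 10.96 ± 1.08 (SD). The lowered circRNA with separate groups was that of probe ASCRPR011126, with a change from 13.26 ± 0.22 (SD) to 12.49 ± 0.23 (SD). The conjoint sets were formed by a fold change of at least 1.5 alone, since the joint counts of the paper exceed its number of circRNAs past the criterion. So formed, 439 circRNAs were raised in both m6A quantity and expression, and 44 were raised in m6A quantity with unchanged expression. In turn, 6 circRNAs were lowered in both, 53 were lowered in m6A quantity with unchanged expression, 9 were lowered in m6A quantity with raised expression, and 0 were raised in m6A quantity with lowered expression. The threshold and the background correction moved the joint counts the most, to 39 raised in both and 1 lowered in both at a fold change of 2, and to 38 and 0 with normexp. From the deposited values, 195 were raised in both and 20 lowered in both. Without MT replicate 4, 1599 were raised in both. IP is part of both measures, and across circRNAs their log2 changes had a correlation of 0.695.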

By conjoint analysis of the results of m^6^A methylation and expression of circRNAs in morphine-tolerant rats, we found that 155 hypermethylated circRNAs were upregulated, 1 hypermethylated circRNA was downregulated, and 34 hypomethylated circRNAs were downregulated (Figure 3A). To further analyze how m^6^A methylation affects circRNA expression, 12,669 m^6^A-circRNAs were divided into two groups, 439 in the m^6^A-circRNAs group and 12,230 circRNAs in the non-m^6^A-circRNAs group. 

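By fold change alone, 551 circRNAs had a changed m6A quantity and 12118 did not. Of the changed circRNAs, 483 were raised and 68 were lowered in the MT group. With the deposited values, 228 were raised and 211 lowered, so that the makeup of the changed group depends on the normalization.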

Then we calculated the log_2_ fold change of expression of them and generated cumulative curves. We found that the proportion of circRNAs not modified by m^6^A was higher than that of circRNAs modified by m^6^A in terms of the log2FC of the circRNA between 0 and 1.5 (Figure 3B).

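The cumulative share of circRNAs with a log2 change of expression of at most 0 was 6.53% with a changed m6A quantity and 31.7% for the others, and at a log2 change of 1 it was 58.4% and 97.1%. In the deposited values these shares were 34.6% and 51.2% at 0, and 80.9% and 98.6% at 1. The share with a log2 change between 0 and 1.5 had the opposite order. It was 87.8% with a changed m6A quantity and 68.1% for the others, and 63.3% and 48.8% in the deposited values. The median log2 change of expression was 0.93 in the circRNAs with a changed m6A quantity and 0.15 in the others, a difference of 0.78 with an SD of 0.22 over the 4 MT rats, each set against the mean of the NS group. In the deposited values the difference was 0.48. The difference from the other circRNAs was 0.84 for the circRNAs with a raised m6A quantity and −0.16 for those with a lowered one. In the SUP intensity alone, which shares no term with the m6A quantity, the changed circRNAs differed from the others by 0.74, those with a raised m6A quantity by 0.79 and those with a lowered one by 0.21. For the lowered circRNAs the sign in SUP is thus opposite to that in expression, whose sum includes IP. These values describe circRNAs, which are not independent replicates, and no test was made across them.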

**FIGURE 3:**
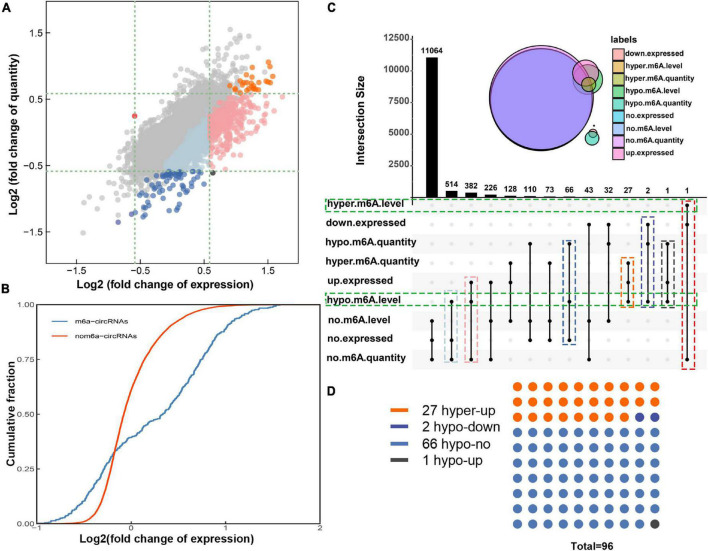
Joint analysis of m^6^A methylation and expression patterns of circRNAs in morphine tolerance. **(A)** The nine-quadrant graph shows the relationship between m^6^A quantity and the expression of circRNAs. **(B)** Cumulative distribution of circRNAs expression between MT group and NS group for m^6^A-circRNAs (blue) and non-m^6^A- circRNAs (red). **(C)** The upset diagram shows the m^6^A quantity, expression, and m^6^A level of circRNAs and presents 14 different methylation and expression patterns of circRNAs. **(D)** The dot plot shows the distribution of 96 circRNA with both dysregulated m^6^A quantity and m^6^A level. The orange dots (hyper-up) show 27 circRNAs were hypermethylated and up-expressed, 2 navy blue dots (hypo-down) represent circRNAs were hypomethylated and down-expressed; 1 black dot (hypo-up) represent circRNA were hypomethylated and up-expressed; the light blue dots (hypo-no) represent 66 circRNAs with decreased m6A modification quantity but unchanged expression levels.

However, studies have shown that the potential effects of RNA modifications depend not only on the m^6^A quantity but also on the percentage of transcripts that are modified. Therefore, the combined analysis of m^6^A level and expression of circRNAs was also been performed (Supplementary Figure 1C). Moreover, we studied the m^6^A quantity and m^6^A methylation level of all the 12,966 circRNAs. 

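By fold change alone, the m6A level was lowered in 1141 circRNAs and raised in 3. Expression was raised in 923 of the lowered circRNAs, or 80.9%, unchanged in 218 and lowered in 0. From the deposited values the m6A level was lowered in 992 circRNAs, of which 640 had raised, 351 unchanged and 1 lowered expression. The share with raised expression changed most with expression from quantile-normalized sums of the processed signals, a definition chosen after the values were seen, where it was 37.5%.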

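With a fold change of at least 1.5 in either direction as the only criterion, 14 combinations of raised, unchanged or lowered m6A quantity, expression and m6A level occurred among the circRNAs, the combination with no change included. The number of combinations was 8 with normexp background correction and 17 without a filter on dim probes.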

The upset graph showed all the circRNAs distribution in 14 different patterns considering m^6^A quantity, expression level and m^6^A methylation level (Figure 3C). 

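Among the 3 circRNAs with a raised m6A level, 2 had an unchanged m6A quantity and 0 of these had lowered expression. Without NS replicate 2 or without NS replicate 4, 1 circRNA had this combination, and with the 75th percentile of each channel set equal there were 6.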

Only one circRNA had increased m^6^A modification level with unchanged m^6^A quantity and decreased expression level. In addition, a total of 896 circRNAs with hypomethylated m^6^A level but with unchanged m^6^A quantity were also identified. 

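The m6A level was lowered and the m6A quantity unchanged in 1038 circRNAs. Expression was raised in 850 of them and unchanged in 188. In these circRNAs the median log2 change was 0.09 in IP and 1.07 in SUP. With a fold change of at least 1.5 and an unadjusted P under 0.05 in each measure, 567 circRNAs had a lowered level without a changed quantity. By fold change alone there were 896 with the deposited values, 190 with loess and Aquantile normalization and 144 with normexp.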

In both cases, we need to be wary of false-positive in m^6^A levels simply due to altered expression levels (Figure 3C).

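Both the m6A level was lowered and the m6A quantity changed in 103 circRNAs. Only 47 of them were well above background on all 8 arrays in both channels, while there were 96 with the deposited values and 190 without a filter on dim probes. The number fell to 10 where an unadjusted P under 0.05 was also asked of each measure, and to 3 at a fold change of 2.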

We focused on the remaining 96 circRNAs with hypomethylated m^6^A level. In detail, 27 circRNAs were hypermethylated and up-expressed, and 2 circRNA was hypomethylated and down-expressed; this may suggest that the m^6^A modification on these circRNAs may promote RNA stability. 

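With the named spike-in probes, 64 circRNAs with a lowered m6A level were raised in m6A quantity and in expression, and 0 were lowered in both. The deposited values gave 27 and 1. Where an unadjusted P under 0.05 was also asked of each measure, 4 circRNAs were raised in both and 0 lowered in both. Leaving out 1 rat gave between 16 and 206 circRNAs raised in both, the highest without MT replicate 4. From circRNAs whose m6A quantity and expression move in the same direction, the paper proposes that the modification may promote the stability of these circRNAs.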

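No circRNA with a raised m6A quantity had lowered expression by fold change alone, with the named spike-in probes, in the deposited values or in any other alternative. The opposite combination, a lowered m6A level and m6A quantity with raised expression, which the legend of Figure 3D names for its black dot, was found in 9 circRNAs with the named probes and in 4 in the deposited values.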

1 circRNAs were hypermethylated and down-expressed; this prompted the m^6^A modification may inhibit circRNA stability and promote circRNA degradation. Furthermore, there were 66 circRNAs with decreased m^6^A modification quantity but unchanged expression levels; this suggests that m^6^A modifications in these circRNAs do not affect their expression and may play other roles, such as post-translational regulation (Figures 3C,D).

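Among the circRNAs with unchanged expression, 30 were lowered in both m6A level and m6A quantity. The deposited values gave 64 such circRNAs. Leaving out 1 rat gave between 15, without MT replicate 4, and 118, without MT replicate 2. Of the circRNAs well above background on all 8 arrays in both channels, 1 had this combination.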

### Construction of N6-methyladenosine circular RNAs-microRNAs networks in morphine tolerance

Given the importance of circRNA–miRNA interaction and to further explore the underlying mechanism of the above m^6^A-circRNAs, circRNAs with differences in m^6^A quantity and m^6^A level were selected to construct circRNA–miRNA networks. Several significant miRNAs that participated in the occurrence and development of MT were found to bind to these m^6^A circRNAs (Figure 4), such as miR-873a-5p, miR-103-1-5p, and miR-107-5p (Dai et al., 2018; Huang et al., 2019b). These data suggest that circRNAs with DEm^6^A might play a role in the pathological process of MT. Finally, to further confirm the findings of the m^6^A microarray data, we analyzed the m^6^A modification level of four circRNAs using MERIP-qPCR. 

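Among the circRNAs taken to MeRIP-qPCR, 3 are also in Table 1 and could be paired with an array probe. On the arrays, the m6A level of rno_circRNA_012088 was 4.92% ± 2.16 (SD, n = 4) in the MT group and 8.18% ± 4.85 (SD, n = 4) in the NS group (adjusted P = 0.50 by limma), a difference within the spread of the rats although all 4 MT rats lay below the mean of the NS group. That of rno_circRNA_004940 was 31.2% ± 17.6 (SD, n = 4) against 54.5% ± 15.1 (SD, n = 4) (adjusted P = 0.334 by limma), with 3 of the 4 MT rats below the mean of the NS group. That of rno_circRNA_002718 was 31.6% ± 14.3 (SD, n = 4) against 58.3% ± 19.0 (SD, n = 4) (adjusted P = 0.315 by limma), with all 4 MT rats below that mean. At the criterion, rno_circRNA_004940 and rno_circRNA_002718 were lowered, while rno_circRNA_012088 was not. The groups overlapped in all 3. The IP of rno_circRNA_004940 was well above background on 1 MT array and its SUP on 2, and the SUP of rno_circRNA_002718 was so on 2 MT arrays and its IP on none. With normexp background correction, which brings fold changes of dim probes closer to 1, both had a log2 fold change of the m6A level near no change. It was 0.0464 for rno_circRNA_004940 (unadjusted P = 0.57 by limma) and 0.0363 for rno_circRNA_002718 (unadjusted P = 0.63 by limma). The fourth circRNA, rno_circRNA_006829, was not analysed here, nor were the qPCR values.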

The results indicate that the methylation levels (%MeRIP / Input) of these cirRNAs were downregulated and were consistent with the microarray analysis (Figure 5).

**FIGURE 4:**
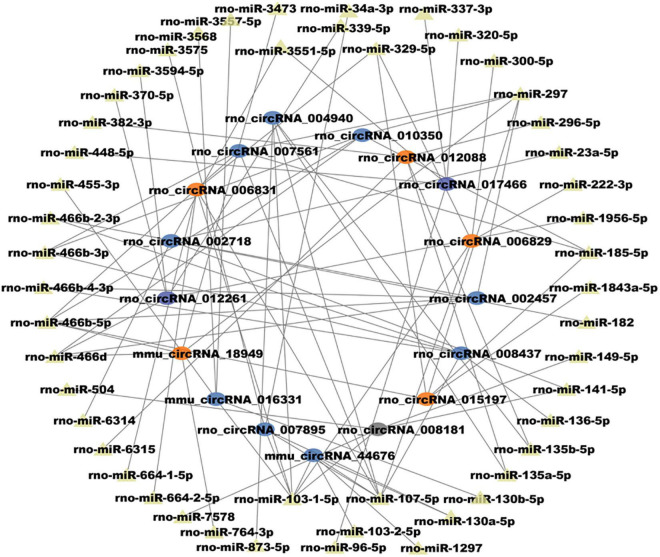
Construction of circRNA–miRNA networks in morphine tolerance using circRNAs with differences in both m^6^A quantity and m^6^A modification level.

**FIGURE 5:**
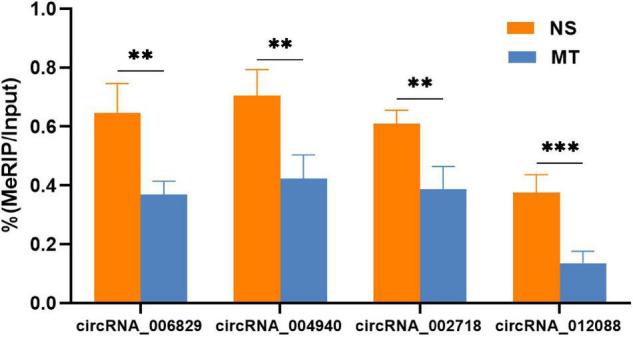
M^6^A levels of the four circRNAs involved in the circRNA–miRNA networks were verified by MeRIP-qPCR. Relative m^6^A methylation level was calculated as the percentage of modified transcripts in all transcripts. *P*-values were calculated using Student’s *t*-test (*n* = 4). **P < 0.01, ***P < 0.001 compared with the NS group using a two-tailed unpaired Student’s *t*-test.

## Discussion

In this study, we identified the epitranscriptomic map of m^6^A circRNAs in the spinal cord of morphine-tolerant rats. Specifically, we identified a total of 120 circRNAs with different m^6^A modifications including 54 hypermethylated circRNAs and 66 hypomethylated circRNAs, and found the host genes of these m^6^A circRNAs were involved in the key process of MT, such as the calcium signaling pathway. Meanwhile, we researched the correlation among m^6^A-methylation quantity, expression, and m^6^A level of circRNAs, and found 14 modifications and expression patterns. This study provides a deeper understanding of the functional role of circRNAs in MT and brought novel clues for epigenetic etiology and pathogenesis of MT.

The m^6^A modification status is probably associated with the expression of m^6^A “writers,” “readers,” and “erasers.” Research showed that METTL3 could regulate the global m^6^A level in the spinal cord of inflammatory pain (Pan et al., 2021). In our study, compared with the NS group, the expression levels of METTL3, WTAP, ALKBH5, and YTHDF1 decreased significantly in the MT group. Due to the imbalance between methyltransferase and demethylase in MT, m^6^A methylation microarrays resulted in both hypermethylated and hypomethylated circRNAs in the spinal cord of MT. Further research is needed to verify their specific roles and functions targeting a particular circRNA.

The chronic morphine administration could cause adaptive changes in neurons and neuronal communications (Sanna et al., 2020; Uniyal et al., 2020). The molecular adaptations include the dynamic change of opioid receptors, ion channels etc. (Williams et al., 2013). In the present study, the function analysis of DE m^6^A circRNAs enriched in the calcium signaling pathway. CACNA1B (Cav2.2) is one of the key genes in this pathway, it encodes an N-type voltage-gated calcium channel ubiquitously that is important in regulating neuropathic pain (Gao et al., 2021). Previous studies have demonstrated that increased intracellular levels of Ca^2+^ in neurons was an essential component of MT (Smith et al., 1999). Ca^2+^ channel antagonists enhanced morphine analgesia and prevented the development of tolerance (Michaluk et al., 1998). In addition, our previous study found that CaMKIIγ expression in the spinal cord was gradually upregulated after chronic morphine treatment, and downregulated it could alleviate tolerance (Wang et al., 2017). This evidence supports the hypothesis that m^6^A modification of circRNAs participated in the progression of MT.

Research has shown that m^6^A modification could regulate mRNA transcription, splicing, and degradation thus influencing its expression (Meyer and Jaffrey, 2014; Yue et al., 2015). Zhou et al. (2017) found low m^6^A level was negatively associated with circRNAs expression, while high m^6^A level was not linked to circRNAs expression in human embryonic stem cells and HeLa cells. In our study, the cumulative curve indicated that the proportion of circRNAs not modified by m^6^A was greater than that of circRNAs modified by m^6^A, this may suggest that methylation downregulates circRNA expression. However, the potential effects of RNA modifications not only depend on the m^6^A quantity but also on the percentage of transcripts that are modified (Gilbert et al., 2016). Thus, we researched modifications and expression patterns of the circRNA and found 4 patterns including 96 circRNAs with both changed m^6^A quantity and m^6^A methylation level. The relationships between the expression and m^6^A modification of circRNAs in these four patterns were different. We also found 897 circRNAs with hypomethylated level but with no changes in m^6^A quantity. The changes in their m^6^A levels may be additional effects caused by their expression changes and have no matter with m^6^A modification. Therefore, we propose that when studying the role of m^6^A in circRNAs, both the m^6^A quantity and the methylation level of this circRNA need to be considered.

As circRNAs could sponge miRNA and affect its effect on targeted genes, many miRNAs (Wang et al., 2016, 2017; Huang et al., 2019a) and genes (Dumas and Pollack, 2008) have been researched in MT. CircRNAs with differences in both m^6^A quantity and m^6^A level were selected to construct circRNA–miRNA networks. We found several important miRNAs that participated in the pathological process could bound these m^6^A circRNAs, including miR-873a-5p, miR-103-1-5p, and miR-107-5p. These results suggest that m^6^A modification of circRNAs may influence the interactions between circRNAs and miRNAs. CircRNA 007895, circRNA 006829, and circRNA 004940 were predicted to bind miR-103-1-5p and miR-107-5p. However, little research has focused on these circRNAs. It will be necessary to investigate how m^6^A-modification regulates them in the pathological process of MT.

Finally, some limitations of our study should be acknowledged. First, we only detected the RNA expression of m^6^A-related enzymes and did not confirm the results based on the protein and enzymatic activity levels. In addition, the precise mechanism of ALKBH5 and YTHDF1 during MT needs to be studied. Second, we only focused on the global situation and did not explore the specific function of m^6^A-circRNAs in the development of MT. Further *in vivo* and *in vitro* research will be carried out to investigate the m^6^A-circRNA-mediated precise regulatory mechanisms in MT.

## Conclusion

This study is the first to reveal the m^6^A methylation pattern of circRNAs in the spinal cord of morphine-tolerant rats and provides a deeper understanding of the functional role of circRNAs. The results may bring novel clues for epigenetic etiology and pathogenesis of MT.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Ethics statement

The animal study was reviewed and approved by the Central South University Ethics Committee (ethical no. 202103141).

## Author contributions

MX and WZ conceived and designed the experiments, performed the experiments, analyzed the data, and wrote the manuscript. YS, MD, JD, and TD performed animal experiments and analyzed the data. MX and ZS completed the bioinformatics analysis. WZ revised the manuscript. All authors read and approved the final manuscript.

## Abbreviations

m^6^A: N6-Methyladenosine
circRNA: circular RNA
ncRNAs: non-coding RNAs
miRNA: microRNAs
lncRNAs: long non-coding RNAs
METTL: Methyltransferase-like
WTAP: WT1 associated protein
YTHDC: YTH domain-containing
FTO: obesity-associated protein
ALKBH5: AlkB homologue 5
MT: Morphine tolerance
NS: Normal saline
%MPE: percent of the maximum possible effect
MeRIP: Methylated RNA immunoprecipitation
qRT-PCR: Quantitative real-time polymerase chain reaction
DE: different methylated
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
BP: Biological process
CC: Cellular component
MF: Molecular functions.

# Supplementary material for: Identification and characterization of N6-methyladenosine circular RNAs in the spinal cord of morphine-tolerant rats
**Source:** Front Neurosci. 2022 Aug 5;16:967768. doi: 10.3389/fnins.2022.967768
**Supplement:** Supplementary file 2

Supplementary Table 1: Primers used for real-time PCR.

| Name | Primer' sequence (5'-3') | Product size (bp) |
| --- | --- | --- |
| GAPDH | F: GCTCTCTGCTCCTCCCTGTTCTA | 124 |
|  | R: TGGTAACCAGGCGTCCGATA |  |
| METTL3 | F: TTGACTACAGTGGCTACCTTT | 220 |
|  | R: CCTTGGCTGTTGTGGTATT |  |
| METTL14 | F: GAGTATGTTTGCGAAAGTGGG | 84 |
|  | R: TTGTCTTTCCAGGATTGTTCTT |  |
| WTAP | F: GAAAAACTAAAGCAGCAACAG | 267 |
|  | R: CGTAAACTTCCAGGCACTC |  |
| FTO | F: GAGCGGGAAGCTAAGAAA | 100 |
|  | R: GCTGCCACTGCTGATAGAA |  |
| ALKBH5 | F: TTAGCGACTCGGCACTTT | 127 |
|  | R: TCATCAGCAGCATACCCAC |  |
| YTHDC2 | F: TGTAGGAGAAACTGGGTCTG | 255 |
|  | R: GTACGAAGCAATACCCCATTAG |  |
| YTHDF1 | F: ACAGTTACCCCTCGATGAGTG | 128 |
|  | R: GGTAGTGAGATACGGGATGGGA |  |
| YTHDF2 | F: GAGCAGAGACCAAAAGGTCAAG | 102 |
|  | R:CTGTGGGCTCAAGTAAGGTTC |  |
| rno_circRNA_012088 | F: TTGTTTGGTGGCTGGGATGG | 202 |
|  | R: AGCAGGCCTTTCAAGCTTCA |  |
| rno_circRNA_006829 | F: TTTGGATACCTGTGGCCAGT | 103 |
|  | R: AGCTCGCCTTTAGAGTGCAG |  |
| rno_circRNA_004940 | F: TCAGTTTGCCTCCCCAATGA | 101 |
|  | R: TCGCAAGGTCAAAGGACTGT |  |
| rno_circRNA_002718 | F: GTTCGGCATAGGGGACGG | 104 |
|  | R: GGCTCCAGTGTCATTGGCT |  |

How the deposited data were processed for this re-analysis (not part of the article)

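The microarrays measured m6A-circRNAs in the lumbar spinal cords of 4 rats of the MT group and 4 of the NS group, with the IP fraction in Cy5 and the SUP fraction in Cy3 on 1 array per rat. The authors deposited scanner output with the processed intensity of each spot, which their scanner software made by subtracting the background and normalizing the dyes. They also deposited a table of log2 values, which the authors normalized with an average of spike-in RNA intensities, with 1 constant per array and channel, and kept for 12893 circRNAs.

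The log2 processed signal was taken for each circRNA probe, with the spots of one probe averaged and control spots and spots marked as outliers left out. From each array and channel the mean log2 signal of the 102 named spike-in probes was subtracted and 1 constant added for all arrays. It is not known whether these are the spike-ins that the authors averaged. The rule for this normalization was set before the data were examined, but its results and those from the deposited values had both been seen when the final choice between them was made, and both are reported. Counting spots marked as outliers as not detected was settled after several readings of the filter had been compared with the number of circRNAs in the deposited values. Ignoring those marks would leave 12896 circRNAs.

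The m6A quantity was tested for circRNAs with IP well above background on at least 4 of the 8 arrays, and the m6A level, expression and the joint sets for the 12669 circRNAs with both channels so. The median spread between spots of one probe was between 0.0783 and 0.111 log2 (SD) per array and channel. Groups were compared with limma 3.58.1 in R 4.3.3, on the log2 IP intensity, on log2(IP/SUP) and on log2 of the sum of IP and SUP, and P was adjusted with the Benjamini-Hochberg method. The criterion was a fold change of at least 1.5 and an unadjusted P under 0.05, and the joint sets used the fold change alone. The median m6A level of each rat was compared with an exact permutation test. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Other splits of the 8 rats into 4 and 4, of which there are 35, were used to ask whether chance can give as many circRNAs past the criterion.

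The circRNAs named are those of the paper's tables and text that could be paired with a probe. For each of m6A quantity, m6A level and expression, they also include those among the 3 largest changes in each direction past the criterion with separate groups, of which a part is given. Host genes are those the paper gives. The circRNAs of Table 1 were paired by their fold change and P, and the remaining circRNAs of Figure 4 and Figure 5 could not be paired and were left out.

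The alternatives set before the data were examined were the median spot signal with normexp background correction (offset 50), the 75th percentile or quantile normalization of each channel, loess and Aquantile normalization, the deposited values, no filter on dim probes, circRNAs well above background on all 8 arrays, spots marked as outliers kept, Student's test, a block for rats of the same replicate number, fold changes of arithmetic means, the m6A level tested in percent, its fold change on log2(IP/SUP), joint sets by fold change and P or by a fold change of 2, clustering of the circRNAs past the criterion, and leaving out each rat in turn. The signal before dye normalization, expression from quantile-normalized sums, and the deposited values with Student's test, the level in percent and these sums together were added after the values were seen.

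The test of m6A quantity was tested on simulated data of 12893 circRNAs, with 200 changed by a fold change of 2. Of the changed circRNAs, 89.5% passed the criterion, 60.5% had an adjusted P under 0.05, and 0 were given the wrong direction. Of the unchanged circRNAs, 237 passed the criterion and 10 had an adjusted P under 0.05. The noise was drawn independently for each circRNA and rat, so that deviations shared by a whole array were left out. The shares and counts thus need not hold for the real arrays. In the real data 230 circRNAs passed the criterion, no more than the unchanged ones did in the simulation. The qPCR values, the behavior, the circRNA-miRNA networks and the host gene enrichments were not analysed here.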

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

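The reading of the first split as an exchange of labels, of the whole array of MT replicate 1 and of dim signals was chosen only after the results were seen. No biological explanation was tested. Each concerns 1 rat whose gap to the nearest rat of its group, as a share of the range of the group, was above Dixon's critical value for 4 samples. Of 140 groups of 4 rats looked at, 10 had such a rat, where chance at 1 in 20 gives 7, so that as a whole they are close to what chance gives.

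For rno_circRNA_002718, the m6A quantity of MT replicate 4 was 3.14 and that of the other MT rats between 5.04 and 5.28, a share of 0.8876. Its IP was not well above background on any MT array, so the value lies where the arrays measure poorly. For rno_circRNA_015839, the m6A quantity of NS replicate 1 was 5.40 and that of the other NS rats between 5.85 and 5.93, a share of 0.8423, with IP well above background on 3 of the 4 NS arrays.

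In the m6A level, MT replicate 4 had 2.63% for probe ASCRPR005610 and the other MT rats between 6.87% and 6.97%, a share of 0.977, with both channels well above background on all 4 MT arrays, which argues against a dim signal. NS replicate 4 had 3.59% for rno_circRNA_002997 and the other NS rats between 1.49% and 1.74%, a share of 0.8779, with IP well above background on 1 of the 4 NS arrays.

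In expression, MT replicate 1 was above the other MT rats for 3 circRNAs. It had 12.56 for probe ASCRPR013093, where the others had 10.18 to 10.55, a share of 0.846. It had 10.96 for rno_circRNA_006947, where the others had 9.45 to 9.50, a share of 0.9642. It had 7.34 for rno_circRNA_004940, where the others had 6.55 to 6.66, a share of 0.8523, with SUP well above background on 2 of the 4 MT arrays only. The median expression over all circRNAs was also highest in this rat, at 10.55, against 10.09 to 10.31 in the other MT rats, a smaller gap than for any of the 3 circRNAs. This argues against a shift of its whole array as the whole reason, and a difference between the rats stays open. NS replicate 3 had 8.28 for rno_circRNA_008556, where the others had 8.47 to 8.50, a share of 0.8743. NS replicate 1 had 8.51 for rno_circRNA_000444, where the others had 10.00 to 10.18, a share of 0.8927, with both channels well above background on all NS arrays.

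In the clustering, the mean correlation of NS replicate 1 with the MT rats was 0.978, and that of the other NS rats was 0.974 to 0.975, a share of 0.8477. This rat also fell with MT replicates 1, 2 and 3 in the first split. MT replicate 4 fell with the other NS rats. With these 2 rats exchanged, 2158 circRNAs passed the criterion for m6A quantity, against 230 with the groups as given. For expression 3025 passed, against 1370. For the m6A level the exchange gave fewer, 342 against 578, and with the deposited values 479 against 805. An exchange of labels and a difference between the rats themselves cannot be decided from these counts and both stay open.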

How the results depend on the processing

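The signal before dye normalization, expression from quantile-normalized sums, and the deposited values with Student's test, the level in percent and these sums together were chosen only after the values were seen. Unless a reason is given, the cause of a change was not tested. No circRNA had an adjusted P under 0.05 for the m6A level or expression, by limma or by Student's test, under any setting, nor for the m6A quantity in any setting with 8 rats. At an unadjusted P under 0.05 there were between 753 and 1535 circRNAs for the m6A quantity over these settings. The lowered circRNAs outnumbered the raised ones in the m6A level, and the raised ones the lowered ones in expression, in every setting, while for the m6A quantity the order changed with the deposited values and Student's test together. The number of rats placed with their own group by the clustering of all circRNAs was 6 in every setting with 8 rats. It was counted in the better orientation of the split and was not tested against chance. Over circRNAs picked by the difference between the groups it was 7 for those past the criterion with the named spike-in probes, and 8 for the 120 that Student's test picks in the deposited values.

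With the median spot signal and normexp, which adds an offset to every signal and so brings fold changes of dim probes closer to 1, 29 circRNAs were hypermethylated and 0 hypomethylated, 0 were raised and 100 lowered in m6A level, and 505 were raised and 1 lowered in expression. The joint counts were 38 raised in both and 0 lowered in both, with a lowered level in 144 with unchanged and 5 with changed quantity. In this setting some circRNAs of Table 1 that were past the criterion before had log2 changes just above 0. By limma their unadjusted P was between 0.384 and 0.963, so that no increase was shown. Their log2 changes of m6A quantity were 0.00626 for rno_circRNA_012261, 0.00951 for rno_circRNA_014500, 0.0820 for rno_circRNA_004940, 0.0712 for mmu_circRNA_34955, 0.0683 for rno_circRNA_018043, 0.0985 for rno_circRNA_015839 and 0.0392 for rno_circRNA_011759. The log2 fold changes of the m6A level were 0.0464 for rno_circRNA_004940, 0.0363 for rno_circRNA_002718 and 0.0378 for rno_circRNA_018043.

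With the 75th percentile, 9 circRNAs were raised and 218 lowered in m6A level and 782 raised and 30 lowered in expression, and the joint counts were 287 raised in both, 12 lowered in both, and 428 and 53 with a lowered level and unchanged or changed quantity. With quantile normalization, 42 circRNAs were hypomethylated, 18 were raised and 210 lowered in m6A level, and 703 raised and 57 lowered in expression. The joint counts were 231, 15, 395 and 37 in the same order, and the difference in the median level was 0.821 points, with the sign reversed. With loess and Aquantile normalization, 40 were hypomethylated, 14 raised and 107 lowered in m6A level, and 542 raised and 52 lowered in expression. The joint counts were 241, 26, 190 and 33, and the difference in the median level was 1.28 points, again reversed. These settings set whole arrays equal within or between channels by construction, so that these signs are no test of the level.

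With the deposited values, 111 circRNAs were hypermethylated and 103 hypomethylated, 21 were lowered in expression, 195 were raised in both and 20 lowered in both, and the difference in the expression change between circRNAs with and without a changed quantity was 0.48. With Student's test, 134 were hypermethylated, 349 lowered in m6A level, and 864 raised and 3 lowered in expression. With the fold change of the m6A level on log2(IP/SUP), 14 were raised and 1103 lowered, and with the level tested in percent 0 were raised. With fold changes of arithmetic means, 667 were raised in both, 2 lowered in both and 177 had a lowered level with changed quantity. With joint sets by fold change and P the counts were 160, 1, 567 and 10, and by a fold change of 2 they were 39, 1, 157 and 3, as a stricter criterion leaves fewer circRNAs.

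Signal over background limits the circRNAs with low intensities. Without a filter on dim probes, 46 circRNAs were hypomethylated, 4 raised in m6A level, 13 lowered in expression and 20 lowered in both, and 190 had a lowered level with changed quantity. With circRNAs well above background on all 8 arrays only, 5 were hypomethylated and 3 lowered in expression, 286 were raised in both and 0 lowered in both, and 47 had a lowered level with changed quantity. With spots marked as outliers kept, 11 were lowered in both.

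A block for rats of the same replicate number gave 2 circRNAs raised and 601 lowered in m6A level, 2141 raised and 3 lowered in expression, and 315 hypermethylated and 25 hypomethylated circRNAs. The pairing by number was checked with the correlation between the MT and NS rats of a number across circRNAs. For numbers 1 to 4 it was 0.45, −0.01, −0.02 and 0.43 in m6A quantity. It was 0.65, −0.08, −0.13 and 0.58 in expression and 0.34, −0.35, 0.23 and 0.09 in m6A level. By the position codes, rats of the same number also lie in the same column of the slide. An effect shared by a column, at numbers 1 and 4 above all, is thus not excluded. The main test did not treat the rats as pairs, since not all numbers had a positive correlation.

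Expression from quantile-normalized sums gave 518 raised and 59 lowered circRNAs, 283 raised in both and 16 lowered in both. The deposited values with Student's test, the level in percent and these sums together gave 54 hypermethylated and 66 hypomethylated circRNAs, 1 raised and 463 lowered in m6A level, 335 raised and 41 lowered in expression, 155 raised in both, 34 lowered in both, and a difference of 0.39 in the expression change. Before dye normalization, every count stayed within 1.5 times its value.

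Leaving out 1 rat at a time gave 103 to 1526 hypermethylated and 10 to 37 hypomethylated circRNAs, with 0 to 317 at an adjusted P under 0.05, 0 to 7 raised and 259 to 1027 lowered in m6A level, and 602 to 2403 raised and 2 to 13 lowered in expression. It gave 265 to 1599 raised in both, 3 to 11 lowered in both, 547 to 1591 with a lowered level and unchanged quantity and 64 to 241 with a lowered level and changed quantity. The difference in the median level stayed between −5.40 and −3.22 points, the difference in the expression change between 0.56 and 0.91, and the clustering placed 5 or 6 of 7 rats with their group. The 1526 hypermethylated circRNAs, the 317 and the 1599 were without MT replicate 4.

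A named circRNA was counted as reversed only if it changed direction and passed the criterion in the main setting or in the alternative. Values past the criterion in neither were counted as unchanged in call, whatever their direction. Under alternatives with all 8 rats, 213 values of m6A quantity were unchanged in call, 7 came past the criterion, 15 lost it and 7 reversed. For the m6A level these were 248, 6, 18 and 3, and for expression 246, 11, 20 and none so reversed. With 1 rat left out, 144 of m6A quantity, 151 of m6A level and 144 of expression were unchanged in call, while 15, 15 and 17 lost the criterion.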

Differences from the paper's values

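The settings named below as chosen after seeing the values are expression from quantile-normalized sums, and the deposited values with Student's test, the level in percent and these sums together, called the combined setting. The definition of expression in both was searched for after the joint counts were seen to differ from the paper's. Of the 13 definitions compared, 1 gave both joint counts of the paper, and further sets of probes for the quantile normalization were tried before, so that the equality of these counts is by selection. The signal before dye normalization was also added after seeing the values. The remaining settings were set before the data were examined.

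The paper's number of hypermethylated circRNAs is 54, and 213 were found here. No alternative set before the data were examined comes within 1.5 times of the paper's number, and the combined setting, chosen after seeing the values, gives 54. The paper's number of hypomethylated circRNAs is 66, against 17 here. Without a filter on dim probes there were 46, within 1.5 times, while the other alternatives set before the data were examined were not, and the combined setting, chosen after seeing the values, gives 66.

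For circRNAs hypermethylated and upregulated the paper's number is 155, against 439 here. Quantile normalization gave 231, the deposited values 195 and joint sets by fold change and P 160, all within 1.5 times, and the remaining alternatives set before the data were examined were not. The combined setting, chosen after seeing the values, gives 155. For circRNAs hypermethylated and downregulated the paper's number is 1, against 0 here and in every setting. For circRNAs hypomethylated and downregulated the paper's number is 34, against 6 here. Loess and Aquantile normalization gave 26, the other alternatives set before the data were examined were not within 1.5 times, and the combined setting, chosen after seeing the values, gives 34.

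For a raised level with unchanged quantity and lowered expression the paper's number is 1, against 0 here. Without NS replicate 2 and without NS replicate 4 there was 1, and the level's fold change on log2(IP/SUP) also gave 1, while the other alternatives set before the data were examined gave none or at least 2. Both settings chosen after seeing the values give 1. Among circRNAs with a lowered level, the paper's number that were hypermethylated and upregulated is 27, against 64 here. The 75th percentile gave 25, the deposited values 27, leaving out MT replicate 1 27 and leaving out NS replicate 3 26, the remaining alternatives set before the data were examined were not within 1.5 times, and the combined setting, chosen after seeing the values, gives 27. The paper's number that were hypomethylated and downregulated is 2, against 0 here. No alternative set before the data were examined is within 1.5 times, and both settings chosen after seeing the values give 2. The paper's number that were hypomethylated with unchanged expression is 66, against 30 here. The deposited values gave 64, no filter on dim probes 84, and leaving out MT replicate 1, MT replicate 3 or NS replicate 4 gave 65, 69 and 59. The level's fold change on log2(IP/SUP) gave 46, also within 1.5 times, the other alternatives set before the data were examined were not within 1.5 times, and the combined setting, chosen after seeing the values, gives 66.

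The paper's text places a circRNA with a lowered level among those hypermethylated and downregulated, while its legend of Figure 3D places it among those hypomethylated and upregulated, of which there were 9 here and 1 in the combined setting, chosen after seeing the values.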

Other observations

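The tests of dye normalization, of a shift of whole arrays between the channels and of the position on the slide, the splits of the deposited values, and the test of SUP in circRNAs with a lowered m6A quantity, were chosen only after the results were seen.

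For the m6A quantity, 9 of the 35 splits of the 8 rats into 4 and 4, the real one included, gave at least as many circRNAs past the criterion as the real groups, and with the deposited values 14 did. For the m6A level, 4 of the 35 did, and for expression 4 did and with the deposited values 5. Chance cannot be excluded for any of these counts. With the deposited values, 1 of the 35 splits, the real one, gave as many circRNAs with a changed m6A level. This is the smallest number that these splits can give, in 1 of the 6 counts looked at, and the real 805 lies close to the 774 and 704 of the next splits, so that chance is excluded by that count on its own but not over the 6 counts together. In m6A quantity and expression, the most came from the split of MT replicates 1, 2 and 3 with NS replicate 1. It gave 2158 circRNAs past the criterion in m6A quantity, 794 of them at an adjusted P under 0.05 by limma, and 3025 in expression. In the m6A level it gave 342, against 578 in the real groups.

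The circRNAs past the criterion for m6A quantity separated the groups better than all circRNAs did. When circRNAs were picked by the same criterion for each of the 35 splits in turn, 19 splits were separated in full by their own circRNAs. The real groups had 7 rats in place and not all 8, and 30 of the 35 splits, the real one included, had at least 7, a measure chosen after the values were seen. Picked circRNAs thus place as many rats for most arbitrary splits as for the real groups. With the named spike-in probes, full separation, the measure set in advance, was found in a part of the splits only and not in the real one. With the deposited values all 8 rats of the real groups were in place, as were those of 19 of the 35 splits in full, while 25 had at least 7 in place. This leaves selection and a difference between the groups such that they cannot be told apart.

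The circRNAs with a changed m6A quantity had higher expression changes than the others. If IP as part of the expression sum were the whole reason, SUP alone would show no such difference, and in SUP it was 0.74 log2. This argues against it as the whole reason for the circRNAs with a raised m6A quantity, where the difference in SUP was 0.79. For those with a lowered m6A quantity, expression differed from the others by −0.16 and SUP by 0.21, so that their lower expression change was absent in SUP, as IP in the sum would give. Differences between whole samples and a biological link between modification and expression stay open.

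The m6A level was lowered in far more circRNAs than raised. From the signal before dye normalization, 502 circRNAs were lowered and 1 raised. A constant factor per array and channel drops out in the spike-in normalization of either signal, so that this count cannot test it. The count argues only against the rest of that step as the reason. With the 75th percentile of each channel set equal, 421 circRNAs fell and 152 rose by the criterion on log2(IP/SUP), and 7 of the 35 splits of the rats were at least as lopsided, so that a shift of whole arrays between the channels cannot be told apart from a difference between the groups. By the position codes, 0 slide rows hold arrays of both groups, so that position cannot be told apart from morphine either. A difference from morphine tolerance stays open.

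Without MT replicate 4, more circRNAs passed the criterion for m6A quantity, by a ratio of 6.80. Among circRNAs well above background on all 8 arrays, the number rose from 172 to 1161, a ratio of 6.75, which argues against dim circRNAs as the reason. A difference of the whole array, an exchange of labels and a difference of the animal stay open.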
